A study of Mus musculus with 7 samples. Its data were reported in "Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models" (2026).

How the data were processed

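MMTV-PyMT breast tumors treated with B20-4.1.1 (7 libraries) were dissociated, CD45+ cells were sorted by flow cytometry, and their RNA was made into QuantSeq 3' libraries primed with oligo(dT), with a unique molecular identifier in the second-strand primer. Each transcript gives tags near its 3' end, so counts were not divided by gene length. Per the labels, the authors trimmed the reads with bbduk, aligned them to the mouse assembly GRCm38 (mm10) with STAR and deposited raw counts per gene from HTSeq. The labels do not state whether reads that share a molecular identifier were merged, nor the annotation release. If they were not merged, counts include PCR duplicates, which widens the spread between libraries, most of all in shallow ones. The authors' own tests with DESeq2 are not used here.

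The deposited counts cover 47643 gene identifiers. The counters of HTSeq that name no gene were left out of library totals and tests. Reads in no counted feature were 31.3% of all reads counted on average, and ambiguous reads 0.383%. Reads in no counted feature need not lie outside genes. Where only exons on the gene's strand are counted, they include reads in introns and on the opposite strand. Counters for unaligned and multiply aligned reads were at 0 in these tables, so their number is unknown. Symbols and coordinates came from GENCODE M21, which uses the same assembly but need not be the authors' release, and 47224 identifiers matched a symbol. The 419 others held 0.0851% of counts.

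All 7 libraries entered each analysis as replicates of the B20-4.1.1 group. The labels do not say whether the tumors came from separate mice. Totals ran from 347220 to 5983202 counts per library. Genes with a mean of at least 10 counts were tested. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with TMM factors between 0.745 and 1.18. Log2 CPM used a prior count of 2. The biological coefficient of variation came from edgeR, with a jackknife SE over libraries. For each gene, the negative binomial deviance around its mean at the trended dispersion was compared with a chi-square distribution on 6 degrees of freedom. For each list, the median residual of SD on mean log2 CPM (loess, span 0.3) was compared with 10000 random lists matched within 20 expression bins, two-sided. Marker lists held 170 genes, of which 169 were matched. A list score is the mean log2 CPM of its genes. The hypoxia score is log2 of the mean CPM of Vegfa, Slc2a1 and Ca9, after the study's average of the same 3 genes, which it took over TPM. Paired comparisons used the exact two-sided sign-flip test, and relations the exact permutation test over 5040 pairings. The prefix split used edgeR's quasi-likelihood test. Adjusted p-values are Benjamini-Hochberg throughout, with a threshold of 0.05. Shares of counts in 1 library carry 95% Wilson confidence intervals, and the floor of detection was set at 3 counts.

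A score was taken to fall into clusters where a gap with at least 2 libraries on either side exceeded 0.5 of its range. This rule was chosen after part of the values had been seen. It applied to the hypoxia score and to the T cell, B cell, epithelial and interferon response lists. With the hypoxia score as the mean log2 CPM of its 3 genes, the largest such gap was 0.363 of the range, so the rule did not apply to that form.

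The comparisons, the tests, the marker lists and the rule for naming genes were set before the data were examined. Named genes are those that carry a set comparison, the 10 variable genes with the largest SD of log2 CPM and a mean of at least 50 counts, up to 3 genes per direction of the prefix split, and the 5 genes with the highest mean CPM. A few entries of the count table had been visible in the study's supplement by then. Cd274, Cd28, Ctla4, Pdcd1, the mast cell list genes and the resting and effector lymphocyte genes fall outside this rule as used in the text and were chosen after values had been seen.

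The methods were tested on simulated data made from the real means and library totals. With no added spread, 0 of 10781 genes were called variable. With added spread in 200 genes, 115 (57.5%) were recovered with 12 false calls. The alternatives tried were DESeq2 size factors, other count minimums, thinning to 347220 counts per library, leaving out mitochondrial and immunoglobulin genes, another prior count, other forms of the scores, Pearson's r, division by exon length, the DESeq2 Wald test, library total as a covariate, and leaving out each library in turn.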

Results

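CD45+ cells sorted from MMTV-PyMT breast tumors were profiled by 3' RNA-seq after treatment with B20-4.1.1, an antibody that blocks mouse VEGF-A and acts as the murine counterpart of bevacizumab. MMTV-PyMT mice carry the polyoma middle T oncogene under a mammary promoter and develop breast tumors spontaneously. CD45 is the surface protein shared by leukocytes, so each library samples the immune infiltrate of a tumor. Treatment was given at 5 mg/kg and lasted 6 weeks, starting at 7 weeks of age. All 7 libraries belonged to the B20-4.1.1 group. The study addresses how hypoxia induced by antiangiogenic treatment changes this compartment, and sorts treated tumors into high and low hypoxia. Those classes are not used here, because the sample labels place every library in the same group. The comparisons below therefore measure how far libraries of treated tumors differed from each other, and how the tag counts of transcripts ranked within each tumor.

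The libraries differed in depth by 17.2-fold. Counts assigned to genes were 5983202 in library 1, 1962371 in library 2, 4274528 in library 3, 3338664 in library 4, 833349 in library 5, 1582038 in library 6 and 347220 in library 7. The number of genes with at least 1 count followed from 17876 in library 1 to 11060 in library 7. A count of 3, taken as the floor of detection, came to 0.442 CPM in library 1 and to 8.01 CPM in library 7, so low transcripts were measured far less firmly in library 7. Reads in no counted feature, which can include reads in introns, made up 31.3% ± 11.6 of all reads counted (SD, n = 7). Their share ran from 15.9% in library 3 (95% Wilson confidence interval 15.90 to 15.96) to 51.4% in library 6 (51.3 to 51.4). These intervals and the floors cover counting error only, since duplicates from PCR are not excluded. The 10 most abundant genes took between 12.2% and 36.6% of gene counts.

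**Figure D1:**
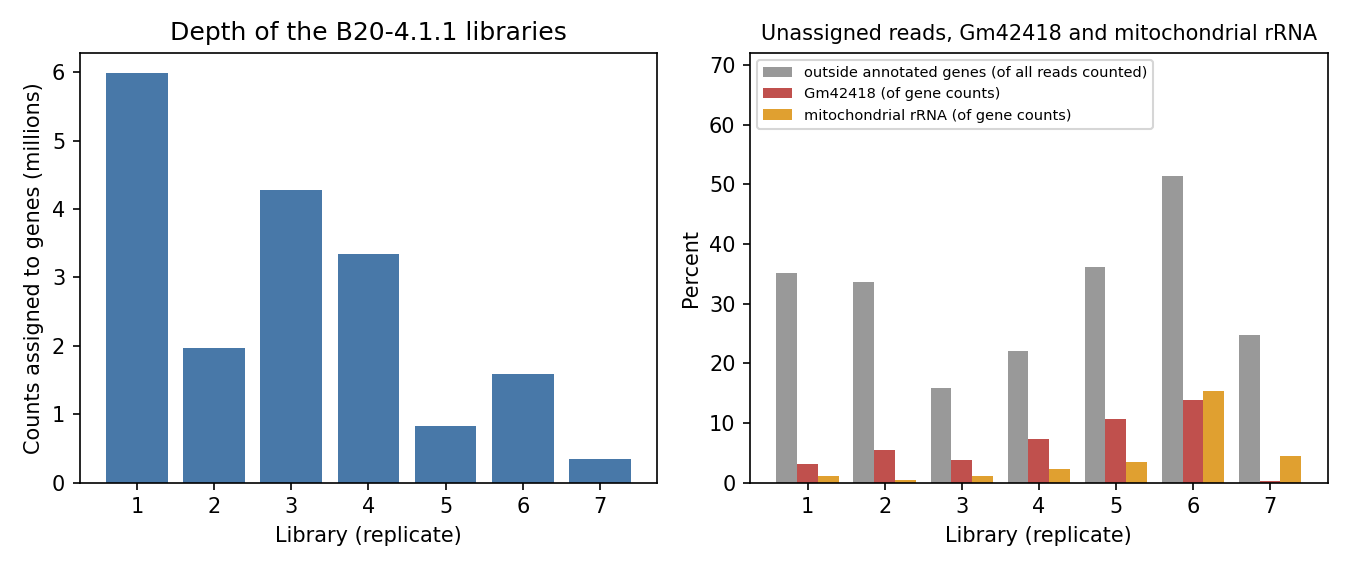
Left, counts assigned to genes in each of the 7 B20-4.1.1 libraries. Right, reads in no counted feature (marked as outside annotated genes) as a percent of all reads counted, with Gm42418 and mitochondrial rRNA as a percent of gene counts. Library 6 holds the highest value of all 3 measures (51.4%, 13.8% and 15.3%).

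The 5 genes with the highest mean CPM were Gm42418, mt-Rnr2, mt-Nd4, Apoe and mt-Nd1. Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788, GRCm38) is annotated as a lincRNA with a single exon, and its exon overlaps 2 genes on the opposite strand. It took 6.31% ± 4.69 of gene counts (SD, n = 7), from 0.184% in library 7 (95% Wilson confidence interval 0.171 to 0.199) to 13.8% in library 6 (13.8 to 13.9). mt-Rnr2 (ENSMUSG00000064339), a mitochondrial rRNA, reached 34685 ± 52310 CPM. It was at 150585 CPM in library 6 and between 1791 and 30704 CPM in the other libraries, so its mean and rank rest on library 6. The other 3 were mt-Nd4 (ENSMUSG00000064363) at 27737 ± 12741 CPM, Apoe (ENSMUSG00000002985) at 18406 ± 14241 CPM and mt-Nd1 (ENSMUSG00000064341) at 13441 ± 4263 CPM (mean ± SD, n = 7 for each).

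No pair of libraries agreed within sampling noise. Over the 21 pairs, the chi-square statistic per degree of freedom lay between 13.2 and 144.5, so no table repeats another. This excludes a copied table only, since repeat libraries of one RNA could differ by more than counting noise too, and the libraries are taken as separate samples from the labels. Spearman's rho between libraries, computed across genes, which are not independent replicates, had a median of 0.789 and ran from 0.652 to 0.925. The first principal component held 39.1% of the variance of log2 CPM and set library 7, the shallowest, apart from the others. The second component held 22.96%, with libraries 3 and 1 at its positive end.

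The spread between libraries of treated tumors was estimated with edgeR as a common biological coefficient of variation of 0.569 (jackknife SE 0.0570, n = 7 libraries). That is, a typical gene varied by 56.9% of its mean between libraries beyond counting noise. This spread includes technical differences, such as PCR duplicates. The alternative that moved this estimate most gave 0.529, within 1 SE of it. Of 10781 genes tested, 379 (3.52%) varied more than genes of their abundance, at a Benjamini-Hochberg adjusted p-value under 0.05 from the edgeR deviance test. At an unadjusted p under 0.05 there were 1235. With all libraries thinned to the smallest total, 149 genes passed. Among the 379 genes, library 6 held the highest CPM for 143 (37.7%), whereas it held the highest CPM for 23.3% of all genes tested. Libraries 3 and 1 held the highest CPM for 86 and 75 of the 379, and library 7 for 36. Without library 3 the number of variable genes was 240, and without library 1 or library 6 it was 248.

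Among the 241 variable genes with a mean of at least 50 counts, the 10 with the largest SD of log2 CPM were Snord89, Fcmr, Cr2, Gm37084, Ighd, Mir703, Dapl1, Hba-a1, Gm38042 and Ms4a1. Snord89 (ENSMUSG00000077704, chromosome 1, 39548745 to 39548854), a small nucleolar RNA gene, showed the largest spread, with an SD of 4.2 and an edgeR adjusted p of 7.45e-29. Its level was 3804 CPM in library 6, against 64.5 CPM in library 5, the next highest, so library 6 decides this value. Fcmr, Cr2, Ighd, Dapl1 and Ms4a1 shared a pattern, with their highest levels in libraries 1 and 3. For Cr2 (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716) these were 386.1 CPM in library 1 and 144.4 CPM in library 3, and no other library exceeded 8.06 CPM (SD of log2 CPM 3.16, adjusted p 3.55e-12). For Ighd (ENSMUSG00000104213, chromosome 12, 113406604 to 113416324) they were 226.7 and 248.5 CPM, and the next highest was 22.8 CPM in library 5 (SD 3.08, adjusted p 2.04e-09). Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465), which encodes alpha globin, was highest in library 2 at 207.7 CPM and had no count in library 6. Its sequence is nearly shared with Hba-a2, so its counts are uncertain. Gm37084 and Gm38042 are unverified single-exon models that lie on the same strand as Mapkapk2 and Zfhx3 without touching their exons. Mir703 lies opposite Cfap299. SD values of the remaining genes were between 2.90 for Ms4a1 and 3.20 for Fcmr.

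Marker lists fixed before the data were examined were then compared with random lists matched on expression. Of 25 lists, 21 had at least 3 tested genes, and 5 of these were more variable than matched genes after Benjamini-Hochberg adjustment over the 21 lists. None was less variable. At an unadjusted p under 0.05 there were 9. The median excess in SD of log2 CPM was 1.38 for the B cell list (4 genes tested, adjusted p 0.0014), 0.87 for the T cell list (8 genes, 0.0014), 0.73 for the neutrophil list (6 genes, 0.0014), 1.42 for the erythroid list (3 genes, 0.0021) and 0.46 for the M2-like macrophage list (8 genes, 0.00756). The 3 values of 0.0014 rest on a p of 2e-04, the smallest that 10000 random lists can give. The NK list had the lowest excess, −0.52, with an unadjusted p of 0.029 and an adjusted p of 0.0747. The list of genes that the study followed (adjusted p 0.0651), the CD8 T list (0.0654), the dissociation stress list (0.0747), and the Treg and monocyte lists (0.139 each) did not pass. Adjusted p was 0.147 for the macrophage list and 0.56 for the exhaustion list. It was 0.735 for the M1-like and hypoxia response lists, 0.746 for the plasma cell, dendritic, epithelial and interferon response lists, and 0.988 for the milk protein and cell cycle lists. The mast cell, fibroblast and endothelial lists and the list of hypoxia score genes had too few tested genes. The number of lists past the threshold was 3 after thinning, where the B cell, erythroid and M2-like lists did not pass, and 8 without library 6 or without library 7. It was 4 without library 3, where the neutrophil list no longer passed, and 4 without library 5, where the M2-like list no longer passed, so each of these 2 calls rests on a single library. With a minimum mean of 50 counts the B cell list did not pass. The list that the study followed passed in 6 of the 12 alternatives and the CD8 T list in 5, so neither result is firm.

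**Figure D2:**
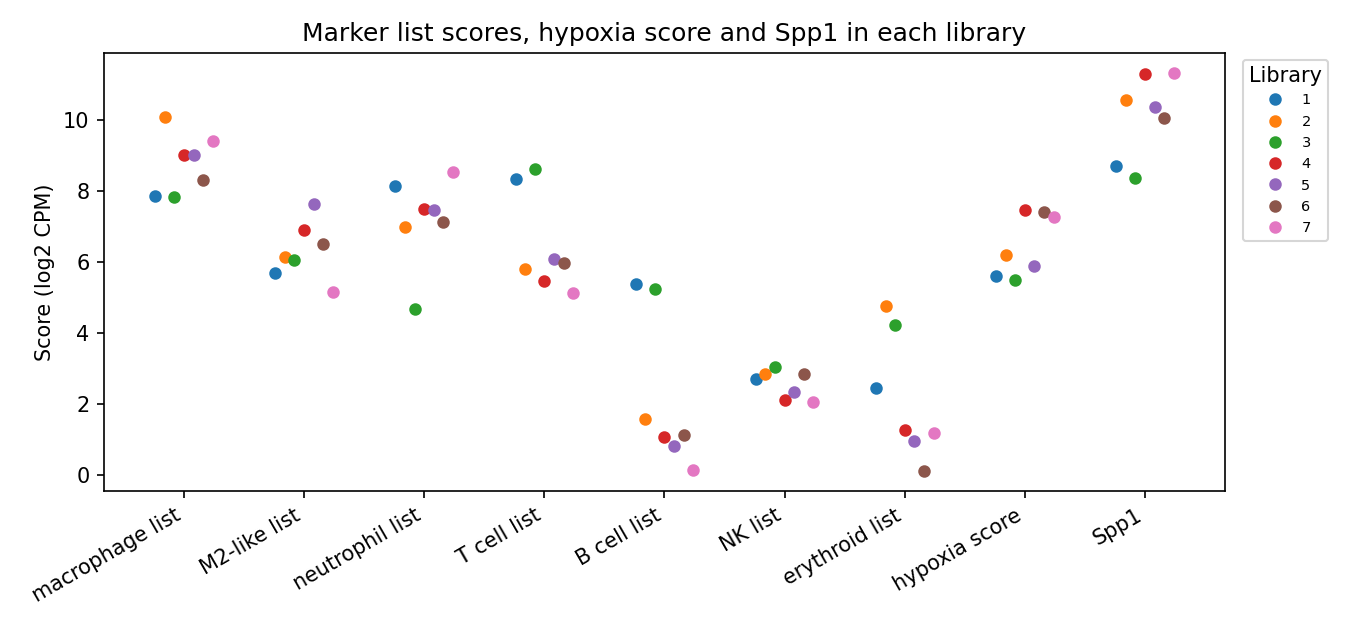
Scores of 7 marker lists (mean log2 CPM of their genes), the 3-gene hypoxia score and Spp1 (log2 CPM) in each of the 7 B20-4.1.1 libraries, 1 point per library. Libraries 1 and 3 lie apart from the other libraries in the T cell list (8.36 and 8.62) and the B cell list (5.38 and 5.25).

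Of the 36 genes that the study followed, 33 were tested. Of these, 4 were more variable than the trend over all genes tested, and 8 when adjusted over the list alone. At an unadjusted p under 0.05 there were 11. The list was drawn from the study, which followed these genes in this tumor model, so the second count is not independent evidence. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes osteopontin, was present at 1406 ± 913 CPM (SD, n = 7), or 10.11 ± 1.17 on the log2 scale. It ranged from 334.9 CPM in library 3 to 2597 CPM in library 7 and did not vary more than genes of its abundance (edgeR adjusted p 0.557). A second gene model, Gm42793, overlaps its exons on the same strand. Cd274, which encodes PD-L1, did vary more (adjusted p 0.0156), from 141.8 CPM in library 6 to a single count in library 7. Cd28 (edgeR adjusted p 0.000638), Ctla4 (0.0141), highest in library 6 at 140.9 CPM, and Cd4 (0.0218) also passed. Vegfa (0.0935) and Cd8a (0.0535) did not. Cd274, Cd28 and Ctla4 were picked out after their values were seen. Cd28 and Cd4 were highest in libraries 1 and 3, which also had the highest T cell scores. Cd28 was at 393.6 and 253.9 CPM there and at most 47.0 CPM elsewhere. Cd4 was at 101.3 and 163.8 CPM and at most 21.5 CPM elsewhere. Cd28 is itself in the T cell list, and T cell content cannot be told apart from other causes here. Cd274 and Ctla4 peaked in library 6, which also had the largest share of mitochondrial rRNA. Of the hypoxia score genes, Vegfa was at 95.2 ± 92.7 CPM and Slc2a1 at 213.7 ± 117.3 CPM. Ca9, named Car9 in the annotation, was at 3.94 ± 3.97 CPM, with 5 of 7 libraries above 3 counts. The score as log2 of the mean CPM therefore rested on Vegfa and Slc2a1. As the mean log2 CPM, the score also leans on Ca9, which had between 1 and 17 counts per library. The SD of log2 CPM was 1.26 for Ca9, 1.34 for Vegfa and 0.79 for Slc2a1.

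Transcripts were next compared in pairs within each library, which asks how leukocyte, T cell, macrophage and hypoxia-related transcripts ranked by tag count in treated tumors. With 7 libraries, the smallest p that the exact two-sided sign-flip test can give is 0.0156. Of 6 comparisons, 5 reached it, with an adjusted p of 0.0187 over the 6. A fixed difference between genes in how well their 3' tags are captured or annotated would also give the same sign in every library. The tests therefore rank tag counts and do not show which gene has more transcripts. The cells were sorted for CD45, so the excess of Ptprc over Epcam was set by the design. Ptprc, which encodes CD45, exceeded the epithelial gene Epcam by 4.29 ± 1.03 on the log2 scale (mean ± SD) and was higher in 7 of 7 libraries. Division by exon length, which 3' tags do not call for, moved this difference most, to 1.23. Spp1 exceeded Vegfa by 4.07 ± 1.22 (7 of 7). Cd86 exceeded Cd80 by 4.43 ± 1.25 (7 of 7). Cd80 was at or under 3 counts in 2 libraries, and with both genes raised to that floor the difference was 4.00 ± 0.90. Cd4 was below Cd8a in 7 of 7 libraries, by a mean difference of −0.61 ± 0.40, but after thinning the difference was −0.48 with an exact p of 0.125. The macrophage marker Mrc1 exceeded Nos2 in 7 of 7 libraries. Nos2 was at or under 3 counts in all 7, so only a bound holds, and Mrc1 was at least 72.5-fold higher than that floor on the geometric mean. The macrophage list score exceeded the T cell list score by 2.30 ± 2.13 in the mean, but was higher in 5 of 7 libraries only, and the difference did not pass (exact p 0.0625, adjusted p 0.0625). Libraries 1 and 3 were the exceptions, at −0.50 and −0.78.

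**Figure D3:**
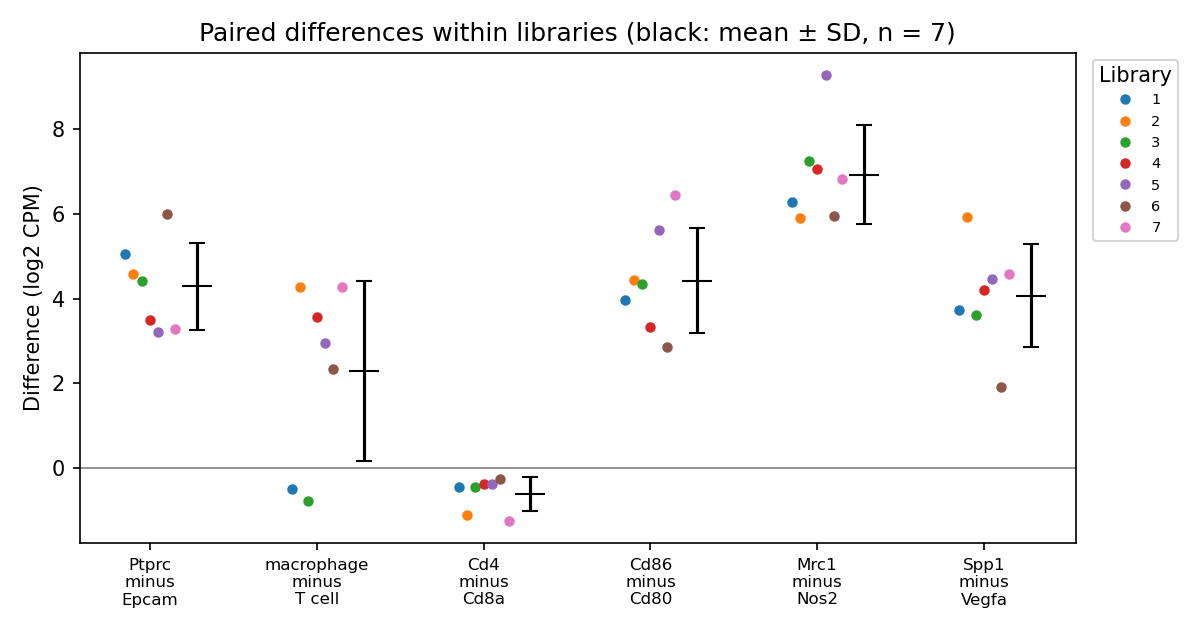
Differences in log2 CPM between 2 transcripts or list scores of the same library for 6 comparisons, with 1 point per library and the mean ± SD (n = 7) in black. The macrophage minus T cell difference is below 0 in libraries 1 and 3; the Mrc1 minus Nos2 points rest on Nos2 values at or under 3 counts.

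Relations between scores were examined across the 7 libraries, with 9 relations set before the data were examined. None had a Benjamini-Hochberg adjusted p under 0.05 over the 9 by an exact permutation test, and 1 had an unadjusted p under 0.05 for Spearman's rho (2 for Pearson's r). In 7 of the 9, a score fell into separate clusters of libraries, each with fewer than 6, under a rule chosen after part of the values had been seen, so no pooled coefficient is given for them. For the 5 relations of the hypoxia score this holds only for its form as log2 of the mean CPM. As the mean log2 CPM of the same genes, the score had no such gap, and none of the 5 passed (smallest adjusted p 0.155, exact permutation test of r). In this form, the score and Spp1 gave a Spearman's rho of 0.75 (exact permutation p 0.0663, adjusted p 0.198). Their Pearson's r was 0.76 (exact permutation p 0.0516, adjusted p 0.155), and 0.96 without libraries 2 and 3. The 2 relations outside those 7 paired Spp1 with the macrophage list and with the M2-like list. Spp1 and the macrophage list gave a Spearman's rho of 0.82 (exact permutation p 0.0341, adjusted p 0.198) and a Pearson's r of 0.80 (exact permutation p 0.0316, adjusted p 0.142). Without libraries 1 and 3, the farthest from the median of Spp1, r was 0.37, so the relation rests on those libraries. Spp1 and the M2-like list gave a rho of 0.04 (exact permutation p 0.963, adjusted p 0.963) and an r of 0.15 (exact permutation p 0.737, adjusted p 0.829), and r was −0.44 without libraries 1 and 3. The rho of this second relation became negative when any of libraries 1, 3, 4 or 6 was left out, with a lowest value of −0.14, and rose to 0.66 without library 7. Within the identifier prefixes described next, 4 and 3 libraries were too few for a coefficient.

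**Figure D4:**
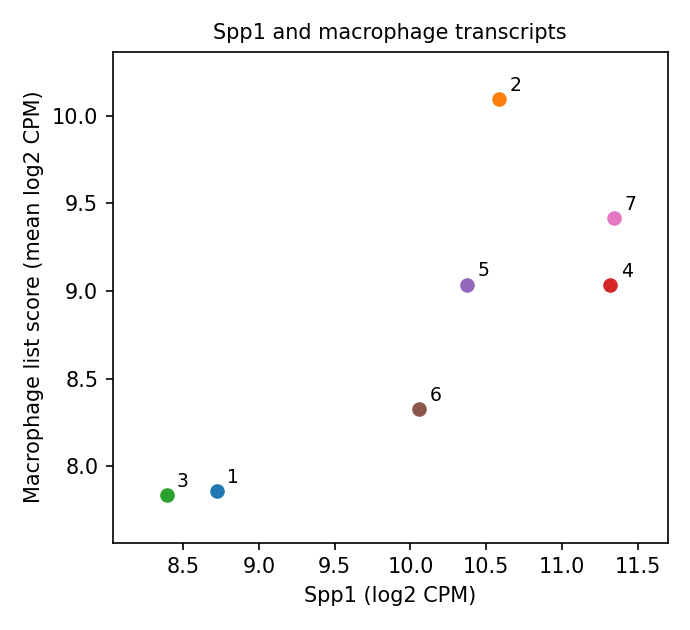
Macrophage list score (mean log2 CPM of 8 genes) against Spp1 (log2 CPM), with 1 numbered point for each of the 7 B20-4.1.1 libraries. Libraries 1 and 3 have the lowest values on both axes, and r falls from 0.80 to 0.37 without them.

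The sample identifiers start with either QAF (4 libraries) or QSD (3 libraries), and the labels do not say what these prefixes stand for. The split was tested only as a check for an unlabelled batch. No gene of 10781 differed at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and the smallest adjusted p was 0.445. At an unadjusted p under 0.05 there were 859 genes (7.97%). The genes with the smallest p in the QAF direction were Fcho2, Gm23722 and Gm45221, and in the QSD direction Hbb-bs, Atn1 and Isg20. Hbb-bs, a beta globin gene, had the smallest p of all, with a log2 difference of −3.50 (QAF over QSD, unadjusted p 9.17e-05). The DESeq2 Wald test, in contrast, called 62 genes. At this sample size, 185 of 200 genes (92.5%) simulated with a fold change of 16 were recovered, but only 32 (16%) with a fold change of 4.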

Values the study reported

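The study reported a median hypoxic fraction of 10.4% of tumor area at week 6, which it used to divide B20-4.1.1-treated tumors into high and low hypoxia. It reported a median overall survival of 5 weeks with vehicle against 10 weeks with B20-4.1.1. Its single-cell data covered 17,651 cells from 16 tumors.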

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

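Of 74 measures screened for a library far from the other 6, 5 were picked out, and chance alone gives about 3.7. The tests given here on Pdcd1, on the neutrophil list and on library 6 were chosen only after the result was seen. The groups of the design give no contrast. No biological explanation was tested for these values, apart from a larger share of lymphocytes for the neutrophil list.

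Mitochondrial rRNA took 15.3% of gene counts in library 6, and between 0.376% and 4.41% in the other 6 libraries. The same library had the largest share of reads in no counted feature. Such reads, which no comparison of the report uses, made up a median of 33.7% over the 7 libraries, and 51.4% in library 6. Depth showed no clear relation to them, as Spearman's rho between their share and the log2 gene total was −0.32 (exact permutation p 0.498), and r was −0.14 (exact permutation p 0.763). These values cannot decide on depth. Without libraries 1 and 7 r was −0.72, but these are the deepest and the shallowest library. The gene total also leaves out the reads in no counted feature, so a larger share of them lowers it by construction. Priming away from poly(A) tails may add reads from RNA that carries none. Of 51 tested genes for small RNAs and replication-dependent histones, 33.3% had their highest CPM in library 6, against 22.7% of 10075 protein-coding genes (Fisher's exact test, two-sided p 0.0917). The small RNA genes alone gave 38.9% (14 of 36), but the histones gave 20% (3 of 15), below the protein-coding genes. The number of such genes is too small to decide, and the explanations cannot be told apart. Where the reads in no counted feature lie, in introns or elsewhere, was not analysed here.

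The neutrophil list score was 4.67 in library 3, against 6.99 to 8.55 in the others. This library was rich in T and B cell transcripts. A larger share of lymphocytes would lower all other cell types alike, but the neutrophil minus monocyte score was −2.85 in library 3, against −0.44 to 1.86 in the other 6 (SD 0.877), which argues against that explanation as the whole cause. Depth is argued against as well. Each of the 6 genes of the list was lowest in library 3, on 847 counts for S100a8 and 623 for S100a9, and after thinning to equal depth library 3 was still lowest for 6 of 6. The gap to the next library was then 0.567 of the range, just under the limit of the screen. Fewer neutrophils in this tumor and loss of neutrophils in sorting stay open as well, and neither was tested.

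The mast cell list score was 2.22 in library 5 and at most 1.28 elsewhere. It rests largely on Cpa3, which had 32 counts (42.97 CPM) in library 5 and at most 5.34 CPM elsewhere, and varied more than genes of its abundance (edgeR adjusted p 0.01535), so counting noise alone does not account for Cpa3. Kit was at 6.71 CPM in library 5, within the range of the other libraries. Ms4a2 adds to the score through a single count in library 5, and Fcer1a had no count there. After thinning, the gap of the list score was 0.37 of the range. For the list as a whole, depth cannot be told apart, because Cpa3 and this single count in 1 library carry the value. Nos2 was at 1.71 on the log2 scale in library 6, which rests on 3 counts, and after thinning the gap was 0.524 of the range. For Nos2, depth cannot be told apart, because so few counts decide its level.

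Pdcd1, which encodes PD-1, was lowest in library 7, at −0.49 on the log2 scale, where it had no count. In that library 3 counts come to 8.01 CPM, above the median of 7.94 CPM in the other 6 libraries. The missing signal is therefore in line with the low depth of library 7, and a lower level was not detectable.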

How the results depend on the processing

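Over 20 settings, 154 of 167 recomputed values that answer a comparison kept their direction and their side of the threshold, or their size. For numbers of genes or lists, size was judged within a wide fold range. For example, 257 variable genes at a minimum mean of 50 counts still counted as the same as 379. The biological coefficient of variation stayed between 0.529 and 0.606 under its 12 alternatives. Of 259 values of single genes, 258 did not change. A level counted as changed only if its mean moved by at least its SD between libraries, and a variability call only if it was lost. Leaving out a single library can hardly move a mean that far, so this count is a weak check of the levels. The level of Ca9, at 1.75 on the log2 scale, moved to 3.24 after thinning.

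Thinning each library to the smallest total had the widest effect. Variable genes fell from 379 to 149. Of the 379, 184 still had the minimum mean count, and 133 kept their call. Lists past the threshold fell from 5 to 3, of which 2 (neutrophil and T cell) were shared with the 5. Cd4 minus Cd8a was −0.48 with an exact p of 0.125, and its adjusted p over all alternatives ran from 0.0187 to 0.125. Fewer genes and fewer counts enter this setting by construction, which limits what it can call. Division by exon length moved Ptprc minus Epcam from 4.29 to 1.23, with the same exact p of 0.0156. Samples could not be paired between groups, because all libraries belong to 1 group.

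Across the 7 fits that each left out one library, variable genes ranged from 240 to 351, with 240 without library 3 and 248 without library 1 or library 6. Lists ranged from 4 to 8, with 8 without library 6 or library 7, and these 8 included the same 5. The neutrophil list was lost without library 3 and the M2-like list without library 5, with 4 lists left in each case. The study's list did not pass at first (adjusted p 0.0651), but passed in 6 of 12 alternatives: DESeq2 size factors, a minimum mean of 50 counts, thinning, and without library 4, 6 or 7. The CD8 T list passed in 5 of 12: a minimum mean of 1 count, and without library 1, 4, 6 or 7. The monocyte list passed without library 6 and the dissociation stress list without library 7. The B cell list was lost with a minimum mean of 50 counts and after thinning. Spearman's correlation coefficient between Spp1 and the M2-like list ranged from −0.14 to 0.66, and was −0.14 without library 1 or 3, −0.09 without library 4 or 6 and 0.66 without library 7. The coefficient between Spp1 and the macrophage list ranged from 0.71 to 0.94, with an adjusted p between 0.1 and 0.535 over its 14 alternatives. The cause of these changes was not tested.

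With the hypoxia score as the mean log2 CPM of its genes, the 5 relations with it gave a Spearman's rho between −0.25 and 0.75 (smallest exact permutation p 0.0663, smallest adjusted p 0.198). Pearson's r lay between −0.46 and 0.76 (smallest exact permutation p 0.0516, smallest adjusted p 0.155), and between −0.77 and 0.96 without libraries 2 and 3, the farthest from the median.

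In the prefix split, the DESeq2 Wald test called 62 genes where edgeR called 0, and the 11 other alternatives called 0 (between 509 and 1314 genes at an unadjusted p under 0.05). The cause was not tested, but the split of the libraries itself could be arbitrary: 7 of the 35 splits of the 7 libraries into 4 and 3 gave at least as many genes by DESeq2, with up to 230 in a split. By edgeR, 9 of the 35 splits gave at least 859 genes at an unadjusted p under 0.05, and no split gave a gene past the adjusted threshold. Both tests were run on splits that include the real one, and the edgeR count was looked at before its test was chosen.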

Other observations

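Tests in this part were chosen only after the result was seen, except the test on GC content. The design gives a single group. No biological explanation was tested, apart from the share of cell types for the T cell and B cell transcripts.

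T cell and B cell transcripts set libraries 1 and 3 apart. The T cell score was 8.36, 5.81, 8.62, 5.47, 6.09, 5.98 and 5.14 on the log2 scale in libraries 1 to 7, and the B cell score was 5.38, 1.58, 5.25, 1.07, 0.83, 1.13 and 0.13. These were also the 2 deepest libraries. Depth does not explain the gap, because after thinning the gap above the next library was 71.4% of the T cell range, against 65.3% before. A lower share of the main cell type would raise all other markers alike, but the B cell minus NK difference had an SD of 1.95, against 0.39 for the NK score. A candidate explanation is that lymphoid tissue, such as a lymph node next to the tumor, or other resting lymphocytes were taken along. From 2 lists of resting and effector lymphocyte genes, those whose values had been seen were left out, and so were 5 genes of B cells, because the effector list holds none and B cell transcripts were known to be high in these libraries. Of the 7 resting genes left, 5 had libraries 1 and 3 as their 2 highest, against 1 of 6 effector genes (Fisher's exact test, two-sided p 0.103). With the 5 genes of B cells the count was 9 of 12 (p 0.043, two-sided Fisher's exact test), which in part restates the pattern itself. With so few genes, resting lymphocytes taken along cannot be told apart from other causes. Recruitment of resting lymphocytes into these 2 tumors would give the same values and was not tested.

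The hypoxia score was 5.60, 6.21, 5.49, 7.48, 5.88, 7.41 and 7.27 on the log2 scale in libraries 1 to 7, with a gap between libraries 4, 6 and 7 and the others. The gap depends on the form of the score. As the mean log2 CPM of the 3 genes, the score showed no such gap, with library 5 at 5.28 next to library 6 at 5.54 and a largest inner gap of 0.363 of the range. That form gives Ca9 the same weight as Vegfa and Slc2a1, on 6 counts in library 5 and 1 in library 6. Spp1 was 8.72, 10.59, 8.39, 11.32, 10.37, 10.06 and 11.34. The macrophage score was 7.86, 10.09, 7.84, 9.03, 9.04, 8.33 and 9.41. The CD8 T score was 3.98, 2.06, 4.31, 2.76, 2.35, 2.87 and 2.45, the Treg score was 5.18, 3.64, 5.16, 4.87, 4.29, 5.73 and 3.34, and Cd274 was 4.71, 4.89, 2.55, 5.61, 5.40, 7.15 and 1.76. The epithelial score was 3.27, 3.44, 3.07, 4.71, 4.71, 3.22 and 3.75. The interferon response score was 4.88, 5.68, 4.51, 4.87, 4.50, 4.79 and 5.65. Reads in no counted feature made up 22.1% in library 4 and 24.7% in library 7, both below the median of 33.7%. They were at 35.1%, 33.7% and 36.1% in libraries 1, 2 and 5. A large share of such reads is therefore argued against for the high scores of libraries 4 and 7. In library 6, where their share was 51.4%, the score and this technical measure cannot be told apart, because it is a single library.

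The spread of gene expression between libraries was not removed by depth or GC content. Of the variable genes that still had enough counts after thinning, 72.3% kept their call, which argues against depth as the whole cause. After a trend on GC content was removed in each library, 82.5% of the 378 variable genes with a known GC content kept theirs. GC content was known for 99.9% of tested genes. Its rank correlation with the deviation of a gene from its mean, across genes that are not independent, ran from −0.277 in library 6 to 0.316 in library 2. For gene length the same correlation was 0.362 in library 6. Among the other libraries it ran from −0.141 in library 7 to 0.045 in library 5. A trend on length was not removed, so length stays open as a part of the cause.

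Part of the Spp1 counts could come from epithelial cells or debris that passed the sort. This matters because the study places the main origin of Spp1 in the tumor epithelium. Its single-cell data also found Spp1 in macrophages, with high levels in some of their subsets. The study proposes that both compartments can contribute. Counts of Spp1 over the summed counts of Epcam, Krt8, Krt18 and Krt19 were 5.06, 11.4, 4.01, 12.8, 6.29, 18.8 and 20.3 in libraries 1 to 7, a range of 5.06-fold. Epithelial cells with one fixed level of Spp1 would give a constant ratio, but the level in epithelial cells may itself differ between tumors. Among the 9 relations set before the data were examined, that of Spp1 and the epithelial list was positive, as carry-over would give. It did not pass (adjusted p 0.198, exact permutation test of Spearman's rho). The epithelial score falls into clusters, so this relation does not decide either. How much of Spp1 came from epithelial and how much from leukocyte sources cannot be told here, since unsorted and CD45-negative cells were not analysed.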
